# Proteome and transcriptome profiling of equine myofibrillar myopathy identifies diminished peroxiredoxin 6 and altered cysteine metabolic pathways

**DOI:** 10.1152/physiolgenomics.00044.2018

**Published:** 2018-10-05

**Authors:** Stephanie J. Valberg, Sudeep Perumbakkam, Erica C. McKenzie, Carrie J. Finno

**Keywords:** antioxidant, horse, myopathy, proteome, RNA-Seq, transcriptome

## Abstract

Equine myofibrillar myopathy (MFM) causes exertional muscle pain and is characterized by myofibrillar disarray and ectopic desmin aggregates of unknown origin. To investigate the pathophysiology of MFM, we compared resting and 3 h postexercise transcriptomes of gluteal muscle and the resting skeletal muscle proteome of MFM and control Arabian horses with RNA sequencing and isobaric tags for relative and absolute quantitation analyses. Three hours after exercise, 191 genes were identified as differentially expressed (DE) in MFM vs. control muscle with >1 log_2_ fold change (FC) in genes involved in sulfur compound/cysteine metabolism such as cystathionine-beta-synthase (*CBS*, ↓4.51), a cysteine and neutral amino acid membrane transporter (*SLC7A10*, ↓1.80 MFM), and a cationic transporter (SLC24A1, ↓1.11 MFM). In MFM vs. control at rest, 284 genes were DE with >1 log_2_ FC in pathways for structure morphogenesis, fiber organization, tissue development, and cell differentiation including > 1 log_2_ FC in cardiac alpha actin (*ACTC1* ↑2.5 MFM), cytoskeletal desmoplakin (*DSP* ↑2.4 MFM), and basement membrane usherin (*USH2A* ↓2.9 MFM). Proteome analysis revealed significantly lower antioxidant peroxiredoxin 6 content (PRDX6, ↓4.14 log_2_ FC MFM), higher fatty acid transport enzyme carnitine palmitoyl transferase (CPT1B, ↑3.49 MFM), and lower sarcomere protein tropomyosin (TPM2, ↓3.24 MFM) in MFM vs. control muscle at rest. We propose that in MFM horses, altered cysteine metabolism and a deficiency of cysteine-containing antioxidants combined with a high capacity to oxidize fatty acids and generate ROS during aerobic exercise causes chronic oxidation and aggregation of key proteins such as desmin.

## BACKGROUND

Arabian horses are adept at endurance races, routinely competing in distances of 50–100 miles. Exertional rhabdomyolysis (ER), literally the dissolution of skeletal muscle with exercise, is a common occurrence in endurance horses, affecting 4–18% of competitors (68). While overexertion and environmental factors can cause ER, a genetic predisposition to ER is a common occurrence in some breeds (61). To date, however, genetic causes of ER have not been identified in the Arabian breed. We recently identified a muscle disease with a suspected genetic predisposition in Arabian horses called myofibrillar myopathy (MFM) that causes muscle stiffness and intermittent ER (45, 63).

Across species, MFM comprises a group of muscle diseases defined by morphological characteristics of Z-disc disarray, disruption of myofiber alignment, and ectopic accumulation of proteins that contain a variety of cytoskeletal and Z-disc material, depending upon the causative genetic mutation (56). The extent of ectopic protein aggregation, degree of change in mitochondrial staining, and severity of muscle weakness in equine MFM is frequently less than that described for human patients with MFM (53, 56, 63). Approximately half of all MFM cases in human medicine are caused by mutations in genes encoding sarcomeric and extrasarcomeric proteins, including desmin, filamin C, plectin, ZASP, myotilin, αB-crystallin, and BAG3, while the remaining diseases are due to still unresolved gene defects (20, 34) Although common in humans, Arabian horses with MFM do not appear to have impaired cardiac function as they have no clinical indicators of heart failure. Even when over 20 yr of age, MFM horses complete endurance rides without abnormal elevations in heart rates that are routinely evaluated at compulsory veterinary evaluations during and after endurance races (45). The etiopathology of MFM in horses and the protein(s) or gene(s) responsible remain unknown.

RNA-Seq and proteomic analyses have been of value in defining pathophysiological mechanisms for MFM and muscular dystrophies in human patients (24, 27). Three studies have evaluated the equine exercise transcriptome in healthy Thoroughbred or Arabian racehorses performing near-maximal to maximal exercise (7, 43, 52). To date, no studies have investigated the gluteal muscle equine transcriptome or proteome after aerobic exercise. We hypothesized that transcriptome and proteome analyses of skeletal muscle before and several hours after aerobic exercise would provide critical insights into the pathophysiology of MFM in horses.

## MATERIALS AND METHODS

### Aim

The objectives of the present study were to compare the skeletal muscle transcriptome and proteome of healthy and MFM affected Arabian horses at rest, to compare the alterations in gene expression that occurred with aerobic exercise and to compare the transcriptome of MFM and control horses 3 h after exercise. Procedures were approved by the Oregon State University Institutional Animal Care and Use Committee #4480, and horse owners provided informed consent.

### Horses

Horses for the study were recruited by contacting a large group of active endurance riders in the Pacific Northwestern US and selecting four Arabian and one Arabian-cross horse (age 15.8 ± 7.1 yr, 3 castrated males, 2 females) that had clear evidence of MFM based on clinical history of an exertional myopathy and histopathologic evaluation of muscle samples including desmin immunohistochemistry. Six control Arabian horses (13.0 ± 6.2 yr, 4 castrated males, 2 females) that were located on the same property and had similar feeding and exercise routines and no apparent histopathology in muscle biopsies were used as a matched control. All MFM horses had abnormal desmin-positive aggregates in gluteal muscle fibers (data reported previously) (63). ER was previously documented in 5 MFM horses, with the last episode at least 6 mo before taking part in the study. Control horses had participated in endurance activities for a minimum of 3 yr with no prior evidence of ER and had no evidence of muscle pathology in gluteal muscle biopsies. The muscle biopsy specimens utilized in the current experiment were aliquots of those obtained for previously published studies (45, 63).

### Standardized Exercise Test

An aerobic exercise test was used that all horses could complete regardless of their current fitness. The details of the test and the metabolic responses of the MFM and control horses included in the present study have been published previously (45). In brief, horses were stall rested for 24–48 h, and then a rider with a global positioning system-enabled watch guided the horse through a 47 min exercise test consisting of precise intervals of walk, trot, and canter over 6.4–7.2 km (4.0–4.5 miles). One owner of one control horse elected not to perform the exercise test, leaving five MFM and five control horses to complete the test with no differences in heart rate response, blood lactate, blood glucose, or plasma electrolyte concentrations identified between MFM and control horses (45). No horses displayed clinical signs of muscle stiffness during or after the exercise test. Plasma creatine kinase activities were within normal limits before and 3 h following exercise in all but one MFM horse that had a mild ∼2-fold elevation in creatine kinase activity (1116 U/l; normal range 145–633 U/l) following exercise (45).

### Muscle Samples

A 6 mm Bergstrom needle biopsy of the middle gluteal muscle was obtained at a depth of ~6 cm at a standardized site 17 cm along a line running from the dorsal tuber coxa to the tail head before and 3 h after exercise ceased on alternate sides of the gluteal muscle (63). Three hours postexercise was chosen because in a previous equine study, little differential expression (DE) of genes was noted immediately after exercise, whereas significant changes occurred 4 h after exercise (43). Samples for transcriptome analysis were immediately frozen in liquid nitrogen and stored at −80°C until analysis.

### Muscle Histochemistry

Samples for muscle histopathology obtained at rest were affixed to cork squares with optimal cutting temperature media and frozen in isopentane suspended in liquid nitrogen. Muscle fiber types were determined with myosin ATPase staining on 7 μm thick cryostat sections with 5 min preincubation at pH 4.4 (13). Muscle fiber type composition for type 1, 2A, and 2X fibers was determined by counting a minimum of 300 muscle fibers per horse. A one-way ANOVA and Tukey post hoc test was used to compare fiber type proportions between MFM and controls. Hematoxylin and eosin (HE) staining was performed on 7 μm thick cryostat sections.

### Immunohistochemistry

Immunohistochemistry was used to investigate desmin aggregation, regeneration, and myosin isoforms that had altered gene expression as well as peptide expression in the proteomic profile. Staining was performed for desmin (1:100 anti-desmin-mouse monoclonal D33; Agilent Technologies, Santa Clara CA) and MHCd (1:50 mouse monoclonal anti-MHCd; Leica Biosystems, Buffalo Grove, IL) as previously described (63, 64). For MYH13 staining, flash-frozen muscle samples 7 μm thick were placed on charged slides and air-dried overnight at 25°C. Endogenous enzyme blocking was performed in 0.3% hydrogen peroxide/Tris-buffered saline (TBS). After rinsing in tap water, pH adjustment was made with TBS, pH 7.4 (Scytek Laboratories, Logan, UT). Subsequently, standard micropolymer complex staining steps were performed at room temperature on the IntelliPath Flex Autostainer. All staining steps were followed by rinses in TBS Autowash buffer (Biocare Medical, Concord, CA). After blocking for nonspecific protein with Background Punisher for 10 min (Biocare), sections were incubated in rabbit polyclonal anti-MYH13 (PA5-70713; Thermo Fisher Scientific, Rockford, IL) diluted 1:50 in normal antibody diluent (Scytek). After rinsing, Promark Rabbit on Farma horseradish peroxidase micropolymer (Biocare) was applied for 30 min. Immunoreactivity was detected by using Romulin AEC for 5 min (Biocare). Slides were counterstained with CATHE hematoxylin.

### Transcriptomics

#### RNA extraction and sequencing.

Total muscle RNA was isolated with TRIzol/chloroform extraction and a biopulverizer (BioSpec Products, Fartlesville, OK) as previously described (22). DNase treatments were performed in columns (Direct-zol RNA MiniPrep Plus; Zymo, Irvine, CA) with TURBO DNase (Thermofisher, Wilmington, DE) according to manufacturer's instructions. Quantification and quality of RNA, along with degree of rRNA contamination, were assessed with the Pico chip on the Agilent Bioanalyzer 2100 (Santa Clara, CA), and samples with an RNA integrity number ≥7 were used for library preparation and quantification. Library construction with a strand-specific polyA^+^ capture protocol (TruSeq Stranded RNA, Illumina) was performed and sequencing completed using the Illumina HiSeq 2000 genome analyzer (100 bp PE) at a targeted 35 million reads/sample.

#### Mapping and assembling.

All paired end RNA-Seq reads were initially assessed for quality with FASTQC (1). Samples that passed through the quality threshold of 30 (Q ≥ 30) were aligned with the STAR aligner (16) to Ensembl horse CDS (EquCab2.86). A total of 26,993 sequences were used to create the index file and map RNA-Seq reads. The final number of reads aligned ranged from 31 to 38 M per sample, with uniquely mapped reads falling in the range of 87.92–94.12% (Supplemental Table S1). (The online version of this article contains supplemental material.) Count data for each sample were generated from the STAR-aligned BAM files using the internal flag in STAR. 

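RNA was sequenced from needle biopsies of the middle gluteal muscle, a large locomotor muscle of the hindquarters, of 12 horses. All 12 horses were biopsied at rest, and 11 of them were also biopsied 3 h after a 47 min aerobic exercise test, which gave 23 libraries. The remaining horse had a rest library alone. The paper describes 5 MFM and 6 control horses, of which 5 MFM and 5 control horses completed the exercise test. Which horses had MFM was not used here, and all horses were therefore treated as 1 group that was compared before and after exercise. The horses were numbered 1 to 12 in ascending order of their labels. The authors deposited the number of reads that STAR counted on each gene, without normalization, and genes are listed by their Ensembl identifiers. Total counts per library at rest ranged from 22528109 to 29452440, with a median of 25574634 (12 libraries). After exercise they ranged from 23048221 to 26388085, with a median of 23980773 (11 libraries). The paper gives 31 to 38 M aligned reads per sample, whereas the values here use the reads counted on the genes in the table. Within the 11 horses with both biopsies, the total count changed by -1079639 ± 2384608 (SD) from rest to after exercise and was higher after exercise in 3 horses. The test did not separate this mean change from no change (exact sign-flip permutation test, two-sided, p = 0.164). The 10 most abundant genes held a median of 39.7% of the counts at rest (range 30.9% to 43.6%) and 41.4% after exercise (range 31.2% to 43.5%). This share rose by 0.697 ± 1.22 percentage points (SD, n = 11 horses) and was higher in 8 horses (the same permutation test, p = 0.0938). At these totals, 3 counts correspond to between 0.102 and 0.133 CPM, which covers counting error only. Every pair of libraries differed by more than sampling noise. The comparison serves only to find a library that is present more than once, and none was found. The chi-square per degree of freedom between the counts of 2 libraries was 13.1 to 66.9 for the biopsies of the same horse and at least 28.3 for different horses, where sampling noise alone gives a value near 1. Library sizes were normalized with edgeR's TMM method, and genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05.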

Differential gene expression (DE) was identified with EdgeR (51) generalized linear models (GLMs) available through R/Bioconductor (R Core Team, 2016), making assumptions to shrink gene-specific variance toward an underlying common variance for all genes (41, 51). The number of counts per million (CPM) were set to include a minimum of five horse samples. Pairwise differences among means and linear combinations of model parameters were used to evaluate the DE between control and MFM affected horses. The fixed effects model can be represented as: μ + αi + β_j +_ αβ_ij_, where μ is the overall mean, αi represents effects due to any confounding effects,β _j_ represents effects due to specific treatment, and αβ_ij_ represents interaction among effects. Such models are also flexible to incorporate nested effects, and specifically for these data we represent the model as: μ + α_treatment(horse)_, where μ is the overall mean, and α_treatment(horse)_ is the treatment effect nested within horse to accommodate repeated measures over each individual horse. 

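To compare the repeated biopsies of a horse, each library was expressed as its deviation from the mean log2 CPM of its condition, with a prior count of 2. The deviations of the rest and after exercise biopsies of the same horse had a mean Pearson r of 0.482 across genes (range 0.366 to 0.638, 11 horses). Biopsies of different horses had a mean r of -0.0434 (range -0.426 to 0.499, 121 pairs). The deviations of a condition cancel out for each gene, which by itself holds this mean slightly negative. The mean for different horses is therefore not an independent baseline. Genes are not independent replicates, so these correlations describe the libraries. For 10 of the 11 after exercise biopsies, the most similar rest biopsy was that of the same horse. The exception was the after exercise biopsy of horse 6, which was most similar to the rest biopsy of horse 11. In the other direction, each of the 11 rest biopsies with a partner was most similar to the after exercise biopsy of its own horse. In a model with horse and exercise, 3915 genes differed between horses at an adjusted P under 0.05, or 34.6% of the genes tested, by edgeR's quasi-likelihood test of all horse terms with Benjamini-Hochberg adjustment. With edgeR's likelihood ratio test in its place, the alternative that moved this number most, 5636 genes differed between horses. Once the mean of each condition was removed, the intraclass correlation, which is the share of the variance of log2 CPM that lay between horses, had a median of 0.437 over all genes and of 0.695 over the genes that differed between horses. It was above 0.9 for 221 genes. The paper accommodated these repeated measures by nesting the treatment effect within horse.

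**Figure D1:**
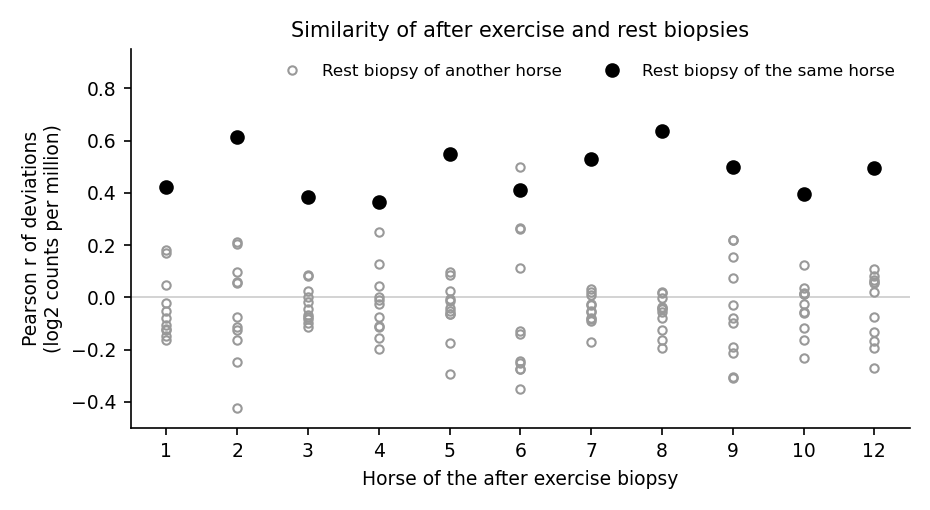
Pearson r, across genes, between the deviation of each after exercise biopsy (horizontal axis, by horse) and that of each of the 12 rest biopsies. Filled points are the rest biopsy of the same horse and open points those of other horses; the filled point is the highest in 10 of the 11 horses.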

There were no confounding covariates included in our model. All gene lists derived from pairwise comparisons were false discovery rate (FDR) corrected for multiple testing at a threshold of *P* < 0.05.

#### Enrichment and pathway analysis of transcriptomics.

Significant gene lists (*P* < 0.05) derived from pairwise comparison of transcriptomics data were analyzed with Cluego (2.3.2) (6), a Cytoscape (version 3.4.0) framework-based plug-in to visualize biological terms and large gene data sets and perform pathway analysis. The ENSEMBL gene IDs were mapped to the Gene Ontology (GO) database using all evidence without electronic annotation (IEA), which excludes computational annotations. Data were assessed at the biological level in GO. Default enrichment/depletion analysis was performed with a suitable background comprising ~11,000 genes, and *P* values were adjusted for multiple testing by Bonferroni step-down, which is the default in Cluego. The final list of genes evaluated in this study was derived from those genes that had enriched GO terms. Further information regarding the function of these genes was obtained from gencards.org.

### Transcriptome Profiling

After using the CPM feature to ensure that each transcript was present across at least five horses, we reduced the initial 26,993 transcripts identified in Ensembl to 11,330 transcripts, constituting the final transcripts used for identification of DE genes. 

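The deposited table holds these 11330 genes and no others, so the filter was checked on its outcome and the transcripts that it removed were not analysed here. All 11330 genes were above 1 CPM, computed from the total count, in at least 5 of the 23 libraries. Among the 5 libraries in which a gene was highest, the lowest value of any gene was 1.001 CPM. Most genes were far from the limit, since 9629 were above 1 CPM in every library and 104 were above it in exactly 5 libraries. Leaving out the libraries of 1 horse would have removed between 12 genes (horse 11) and 76 genes (horse 2). Counted over the 12 rest libraries alone, with 1 library per horse, 11010 genes were above 1 CPM in at least 5 horses. The alternative that moved the number most was a limit of 2 CPM, which kept 10097 genes.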

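Gene expression at rest and 3 h after exercise was compared within the 11 horses that had both biopsies, MFM and control horses together, with horse as a block. After exercise, 704 genes were differentially expressed at an adjusted P under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 313 were higher and 391 were lower. Their median absolute log2 fold change was 0.42, and their log2 fold changes ranged from -3.33 to 2.26. With the additional threshold of more than 1 log2 fold change, 46 genes remained, 32 higher and 14 lower after exercise. Of these 46 genes, 17 changed in the same direction in all 11 horses. Over all genes, 1.55% changed in the same direction in every horse, where chance gives 0.0977%. The alternative that moved the number of genes most was the fit without the block and with the unpaired rest library, which called 123 genes. Without the block, the same 22 libraries gave 149 genes, of which 148 were also among the 704, and the deviations of same-horse biopsies had the mean correlation of 0.482. The genes named here are the 2 higher and 2 lower genes with the smallest adjusted P among the 17, and they are given by their Ensembl identifiers because the table does not pair them with gene names. ENSECAG00000012118 rose from 3.55 ± 2.01 CPM at rest to 16.9 ± 7.08 CPM after exercise (SD, n = 11 horses), a log2 fold change of 2.26 (standard error 0.239, adjusted P = 0.00023 by the same edgeR test). It had between 42 and 738 counts per library, and its change within a horse ranged from 0.72 to 3.94 log2 units. ENSECAG00000003816 rose from 3.42 ± 0.650 to 7.22 ± 1.76 CPM, a log2 fold change of 1.06 (standard error 0.116, adjusted P = 0.000233). Its lowest value after exercise was above its highest value at rest. ENSECAG00000018928 decreased from 25.95 ± 7.60 to 10.95 ± 4.22 CPM, a log2 fold change of -1.27 (standard error 0.0932, adjusted P = 3.92e-06), on 152 to 1112 counts per library. ENSECAG00000014275 decreased from 7.77 ± 3.15 to 2.84 ± 1.34 CPM, a log2 fold change of -1.46 (standard error 0.107, adjusted P = 3.92e-06), and its change within a horse ranged from -2.13 to -0.72 log2 units. For each of the 4 genes, all 11 horses changed in the same direction (exact permutation test, two-sided, p = 0.000977, the smallest p that 11 pairs allow). These p-values describe genes that were selected for this property. Over the 19 alternative fits, the log2 fold change of ENSECAG00000012118 stayed between 2.10 and 2.42.

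**Figure D2:**
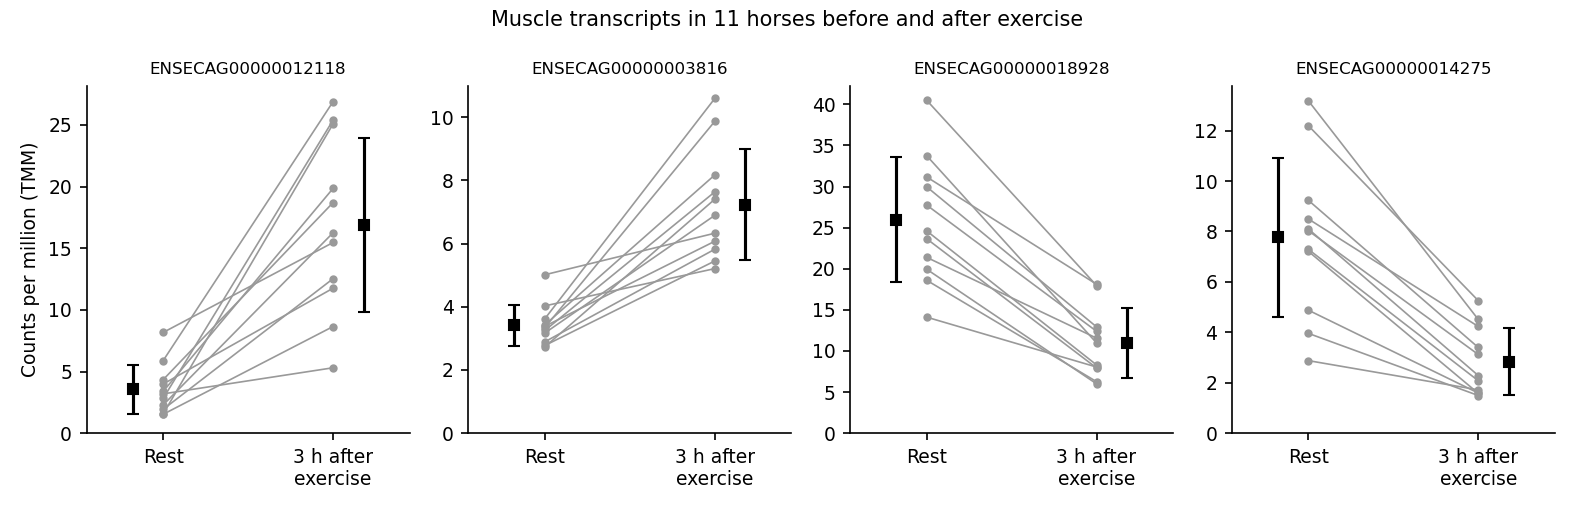
CPM, normalized with TMM, of the 4 named genes (vertical axis, 1 panel per gene, each starting at 0) at rest and 3 h after exercise. Grey lines join the 2 biopsies of each of the 11 horses, and black squares with bars are the mean and SD; all 11 lines rise in the first 2 panels and fall in the last 2.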

Using the resulting list of genes from the final transcripts, we made pair-wise comparisons (pre- vs. postexercise, MFM vs. control at rest, MFM vs. control postexercise, MFM postexercise vs. control pre-exercise) with a GLM model. FDR-corrected significant genes (*P* < 0.05) were used for GO term analysis.

### Quantitative Real-time Polymerase Chain Reaction

Genes with >log_2_ fold higher or lower expression in MFM vs. control muscle were also evaluated by quantitative real-time polymerase chain reaction (qRT-PCR). Primer design is provided in Table 1. Thermocycling was conducted with EvaGreen dye (Biotium, Fremont, CA), ROX Reference Dye (Invitrogen, Life Technologies), and Hot Start Taq DNA Polymerase (New England BioLabs, Ipswich MA), using the QuantStudio 3 Real-Time PCR System (ThermoFisher Scientific, Rockford IL). PCR reactions were run in duplicate (20 µl volume reactions). Each reaction contained 2 µl of sample cDNA, 2 µl of 2.5 mM dNTPs, 2 µl of 10× PCR buffer, 1 µl of EvaGreen dye, 1.5 µl of 1:10 ROX Reference Dye dilution, 0.125 µl of Hot Start Taq DNA Polymerase, 2 µl of 1.6 µM forward primer, 2 µl of 1,600 µM reverse primer, and 7.4 µl of sterile nuclease free distilled water. Reactions were run for 40 cycles under the following conditions: denaturation at 95°C for 10 min, annealing at 60°C for 1 min; melt curve stages at 95°C for 15 s, 60°C for 1 min, and 95°C for 15 s. Cycle thresholds (CT) were automatically calculated by the QuantStudio 3 Real-Time PCR System. For each gene of interest 100% geometric efficiency was established. Nontemplate controls run for each gene showed no amplification. Mann-Whitney test was used to determine statistical significance with *P* < 0.05.

**Table 1.** Primers sets

Primer Set	Loci	Forward Primer (5′-3′)	Reverse Primer (5′-3′)	Annealing Temp., °C	Product Size, bp
ACTC1 (XM_023620570.1)	Exon 4–5	TGGTCGGGATCTCACTGACT	*ACGTTCAGCAGTGGTGACAA	57.5/57.1	76
DSP (XM_023624425.1)	Exon 6–7	*AAACCTGCTGAAAGCGTCCT	TCGCAGTCGTTGATCCACAT	57.3/56.7	102
USH2A (XM_001915645.3)	Exon 1–2	TTCTTCTCCTCCTTCTCCAACG	*GCCGTCTTTTCTATAACACACATTA	56.2/53.3	99
DLK1 (XM_001917562.3)	Exon 3–4	GGACTCTGTGTGGAACCCTG	*CAGGCCCGGATGTCTAAGTC	57.6/57.4	80
CBS (XM_023630242.1)	Exon 10–11	CCGACTCGGTTCGCAACTA	CCTCCTCATTCAGGAAGCC	59.8/57.2	78
GAPDH (NM_001163856.1)	Exon 4–5	ATGATTCCACCCATGGCAAGT	*GGATCTCGCTCCTGGAAGATG	59	100

Primers sets used for quantitative RT-PCR sequencing of cardiac alpha actin (*ACTC1*), desmoplakin (*DSP*), Usherin (*USH2A*), delta notch-like protein 1 (*DLK1*), cystathione beta synthase (*CBS*), and housekeeping gene glyceraldehyde 3 phosphate dehydrogenase (*GAPDH*). *Whether exon junction was on the forward or reverse primer.

### Coding Sequence of Desmin

Potential mutations in the coding sequences of desmin were investigated as a putative cause of MFM by using initial raw fastq files realigned using the STAR two-pass alignment method (13), and the resulting BAM files were sorted; duplicates were marked (http://broadinstitute.github.io/picard/), realigned, and recalibrated with GATK (44). The resulting BAM files were then used as an input to call variants with SAMtools (38). The resulting VCF file was filtered by BCFtools (46), and a final list of single nucleotide polymorphisms (SNPs) was compared with a case vs. control setup using SnpSift (10). The resulting SNP data were also annotated for variant function (synonymous or nonsynonymous).

### Proteomics

#### Sample preparation, peptide fractionation, and mass spectrometry.

We reconstituted 20 mg samples of frozen ground tissue from the same gluteal muscle biopsy obtained at rest from a subset of horses used for RNA-Seq (3 MFM mean age 20 yr, 3 castrated males and 3 control mean age 17 yr, 3 castrated males) with a ratio of 10 μl extraction buffer [7 M urea, 2 M thiourea, 0.4 M triethylammonium bicarbonate (TEAB) pH 8.5, 20% acetonitrile and 4 mM Tris (2-carboxyethyl) phosphine] per mg of tissue, while on ice. The samples were vortexed briefly and then sonicated at 30% amplitude for 7 s in a Branson Digital Sonifier 250 (Branson Ultrasonics, Danbury, CT). For each sample, 150 μl was transferred to a PCT tube (Pressure Cycling Technology; Pressure Biosciences, S. Easton, MA) with a 150 μl cap for the Barocycler NEP2320 (Pressure Biosciences) and cycled between 35 kpsi for 30 s and 0 kpsi for 15 s for 40 cycles at 37°C. The PCT tube was uncapped, and 200 mM methyl methanethiosulfonate (MMTS) was added to a final concentration of 8 mM MMTS, recapped, inverted several times, and incubated 15 min at room temperature. The samples were transferred to a new 1.5 ml microfuge Eppendorf Protein LoBind tube. Two aliquots for each sample were taken for protein concentration determination by Bradford assay.

For in-solution proteolytic digestion and isobaric tags for relative and absolute quantitation (iTRAQ) labeling, a 100 μg aliquot of each sample was transferred to a new 1.5 ml microfuge tube and brought to the same volume with protein extraction buffer and 8 mM MMTS. All samples were diluted fourfold with ultrapure water and trypsin (Promega, Madison, WI), added in a 1:35 ratio of trypsin to total protein. Samples were incubated overnight for 16 h at 37°C after which they were frozen at −80°C for 30 min and dried in a vacuum centrifuge. Each sample was then cleaned with a 4 ml Extract Clean C18 SPE cartridge from Grace-Davidson (Deerfield, IL); eluates were vacuum dried and suspended in dissolution buffer (0.5 M TEAB, pH 8.5) to a final 2 μg/μl concentration. We labeled 40 μg for each sample with iTRAQ 8-plex reagent (AB Sciex, Foster City, CA) per manufacturer’s protocol. After labeling, the 40 μg aliquot of each sample was multiplexed together into one 1.5 ml tube and vacuum-dried. The multiplexed sample was cleaned with a 3 CC Oasis MCX SPE cartridge (Waters, Milford, MA), and the eluate was dried in vacuo.

The iTRAQ-labeled samples were resuspended in *buffer A* (10 mM ammonium formate pH 10 in 98:2 water-acetonitrile) and fractionated offline by high-pH C18 reversed-phase (RP) chromatography (69). A MAGIC 2002 HPLC (Michrom BioResources, Auburn, CA) was used with a C18 Gemini-NX column, 150 mm × 2 mm internal diameter, 5 μM particle, 110 Å pore size (Phenomenex, Torrence, CA). *Buffer A* was 10 mM ammonium formate, pH 10 in 98:2 water-acetonitrile, and *buffer B* was 10 mM ammonium formate, pH 10 in 10:90 water-acetonitrile. The flow rate was 200 μl/min with a gradient from 5 to 35% *buffer B* over 60 min, followed by 35–60% over 5 min. Fractions were collected every 2 min, and UV absorbances were monitored at 215 and 280 nm. Peptide containing fractions were divided into two equal numbered groups: “early” and “late.” The first early fraction was concatenated with the first late fraction, and so on. Concatenated samples were dried in vacuo, resuspended in loading solvent (98:2:0.01, water-acetonitrile-formic acid), and 1–1.5 µg aliquots were run on a Velos Orbitrap mass spectrometer (Thermo Fisher Scientific, Waltham, MA) as described previously (39) with the following modifications: lock mass was not used, HCD activation time was 20 ms, dynamic exclusion duration was 15 s, and the minimum signal threshold for data-dependent trigger was 20,000 counts. The mass spectrometer RAW data were converted to mzXML using MS Convert software from the ProteoWizard Toolkit (PMID: 23051804) and to MGF files using TINT raw-to-mgf converter (in-house tool).

#### Protein identification and statistical analysis.

MGF-formatted files were used for identification of peaks by using several search engines to limit potential pitfalls of using a single algorithm/method and to perform more exhaustive survey of the spectra (57). Multiple search engines such as OMSSA (version 2.1.9) (25), X!Tandem Vengeance (2015.12.15.2) (12), Andromeda (version 1.5.3.4) (11), MS Amanda (version 1.0.0.7501) (17), MS-GF+ (version Beta v10282) (33), Comet (version 2016.01 rev. 2) (19), MyriMatch (version 2.2.140) (58), and Tide (15) were invoked within the SearchGUI (version 3.2.12) framework (65), and results collated with PeptideShaker (version 1.16.4) (65).

Protein identification was conducted against a concatenated target/decoy (18) version of the *Equus caballus* (28,232, >99.9%), *Equus ferus caballus* (1, < 0.1%), *Sus scrofa* (1, < 0.1%) complement of the UniProtKB (version October, 2016) (2), with 28,234 (target sequences). The decoy sequences were created by reversing the target sequences in SearchGUI. The identification settings were as follows: *1*) trypsin, specific cleavage, with a maximum of two missed cleavages 10.0 ppm as MS1 and 0.05 Da as MS2 tolerances; *2*) fixed modifications: carbamidomethylation of C (+57.021464 Da); *3*) iTRAQ specific modifications 8-plex of peptide N-term (+304.199039 Da) and iTRAQ 8-plex of K (+304.199039 Da); and *4*) variable modifications: oxidation of M (+15.994915 Da), iTRAQ 8-plex of Y (+304.199039 Da).

Peptides and proteins were inferred from the spectrum identification results with PeptideShaker (version 1.16.4) (65). Peptide spectrum matches (PSMs), peptides, and proteins were validated at a 1.0% FDR estimated from the decoy-hit distribution. The resulting file was imported into Reporter package (version 0.7.2) (http://compomics.github.io/projects/reporter.html), which was included as complementary tool within the SearchGUI platform. Peptides that could belong to different members of the same protein family were handled by using stringent filtering and the Occam's razor approach. The three rules used by this approach were *1*) For two proteins to be clustered, the sum of the probabilities of their shared peptides must be at least 95%. *2*) The proteins must share at least 50% of their evidence. This is determined by summing the probabilities of the shared peptides and comparing this value with the summed probabilities of all of the peptides for each individual protein. If the sum of the probabilities of the shared peptides is greater than or equal to half of the sum of the peptide probabilities for either of the individual proteins, a cluster is formed. *3*) A protein may be included in an existing cluster if it meets the above criteria with a member protein of the cluster. For two proteins to be clustered in a group, the sum of the probabilities of their shared peptides must be at least 95%.

To normalize data to controls, ratios were created per protein by dividing mean MFM values by mean control values. The resulting data table was exported as a text file, log transformed, and analyzed to determine significance between treatments with Perseus (62). *P* values were adjusted for multiple testing by the permutation-based FDR method included within Perseus. Individual spectra for all proteins with >log_2_ fold change were manually checked for each sample/animal to ensure there were no missing data. The biological significance of the final list of confident proteins was assessed with the Panther protein classification tool (59).

### Transcriptomic vs. Proteomic Analyses

To find intersecting IDs between transcriptomics and proteomic data sets, we first converted all confident proteins (673 protein IDs) expressed in MFM and control horses to gene names with the ENSEMBL BioMart resource. Significant gene IDs (*P* < 0.05) from MFM vs. Control transcriptomics at rest (284 genes) and MFM vs. Control transcriptomics after exercise (191 genes) were evaluated for genes that had overlap with Gene IDs identified from confident proteins in the proteomics data. Because long-term changes in gene expression are required to alter protein expression, proteomic analysis was performed only on at-rest and not on postexercise samples (24).

## RESULTS

### Muscle Fiber Type Composition and Histopathology

There was no significant difference in skeletal muscle fiber type composition between MFM and control horses (Fig. 1, *A* and *B*). Fiber type composition was type 1 (MFM 17 ± 3%; control 17 ± 3%), type 2A (MFM 56 ± 7%; control 52 ± 8%), and type 2X fibers (MFM 27 ± 4%; control 31 ± 8%). Neither acute myofiber necrosis nor macrophage infiltration was evident in HE stains. Mature myofibers with small internalized myonuclei were present in 5/5 MFM horses and in 2/6 control horses. Increased endomysial or perimysial connective tissue was not evident in all MFM horses; however, two of the most severely affected MFM horses appeared to have a slight increase in endomysial connective tissue in some regions (Fig. 1, *C* and *D*).

**Fig. 1.**
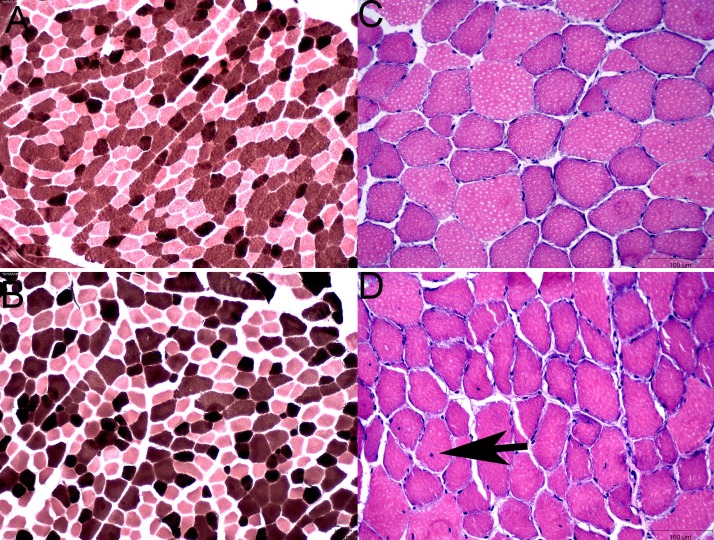
*A*: ATPase stain of a control horse showing a mosaic pattern of type 1 (black), 2A (light), and 2X (brown) fiber types. Myosin ATPase pH 4.4 10×. *B*: ATPase stain of an MFM horse showing the same mosaic pattern and fiber type distribution as the control. Myosin ATPase pH 4.4 10×. *C*: normal gluteal muscle of a control horse. 20× HE. *D*: gluteal muscle from a horse with MFM showing internalized myonuclei (arrow) and slight increase in endomysial connective tissue. 20× HE. HE, hematoxylin-eosin; MFM, myofibrillar myopathy.

#### Immunohistochemistry.

Immunohistochemistry identified desmin-positive aggregates in scattered myofibers of MFM but not control horses (Fig. 2, *A* and *B*). Neither small basophilic fibers with centrally located nuclei nor fibers staining positively for developmental myosin MYHd typical of regeneration were observed in any horses (Fig. 2, *C* and *D*). As a validation step for proteomic expression, immunohistochemical staining was performed for MYH13. Positive staining for MYH13 was found in control samples of extraocular muscle fibers and was also found in the walls of small blood vessels in MFM and control samples (Fig. 2, *E*–*G*). Only one desmin-positive skeletal muscle fiber in one MFM horse had mild focal MYH13 staining (Fig. 2*E*). Expression of MYH13 in proteomic data could reflect overlap in amino acid sequence with vascular smooth muscle myosin.

**Fig. 2.**
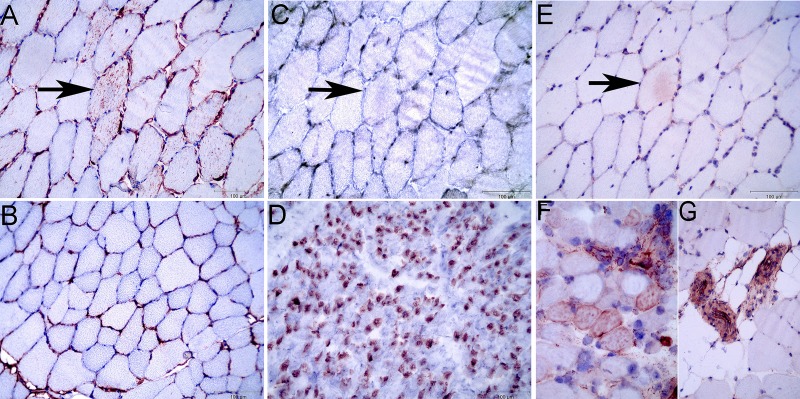
*A*: desmin staining of an MFM horse showing aggregates of desmin in numerous fibers. Desmin immunohistochemistry (IHC) 20×. *B*: control gluteal muscle stained for desmin. Desmin IHC 20×. *C*: serial section to *A* stained for developmental myosin showing complete lack of regenerative fibers. Arrow indicates same fiber as in *A*. MyoD IHC 20×. *D*: fetal horse muscle stained for developmental myosin MyoD IHC 40×. *E*: serial section to *A* stained for extraocular myosin showing faint staining in only one desmin-positive fiber (arrow). MYH13 IHC 20×. *F*: extraocular muscle fibers showing MYH13 of extraocular muscle fibers and blood vessels. MYH13 IHC 40×. *G*: blood vessels in gluteal muscle of a control horse staining positive for MYH13. MYH13 IHC 20×.

### Transcriptomics

#### Control horses: effect of aerobic exercise.

The comparison of transcriptomes of control horses at rest vs. after aerobic exercise identified 330 DE genes (adj. *P* < 0.05) (Supplemental Table S1). After GO enrichment analysis, 12 genes had significant GO terms in biological processes involving corticosteroid receptor pathways (GO:0031958, GO:0042921, GO:2000322, GO:2000323), organic cation/quaternary ammonium transport (GO:0015695, GO:0015697, GO:0015101, GO:0072488, GO:0015651), and antigen processing via major histocompatibility class 1 (GO:0002474) (Fig. 3*A*). With an additional stringent threshold of >1.0 log_2_ fold change applied to these 330 DE genes, the aryl hydrocarbon receptor nuclear translocator-like protein 1 (*ARNTL* ↓2.50 MFM), a clock gene involved in circadian rhythm, and an organic cation solute carrier (*SLC22A3* ↓1.76 MFM) were identified as downregulated, and a clock gene (*PER1* ↑1.32 MFM) was upregulated (Table 2).

**Fig. 3.**
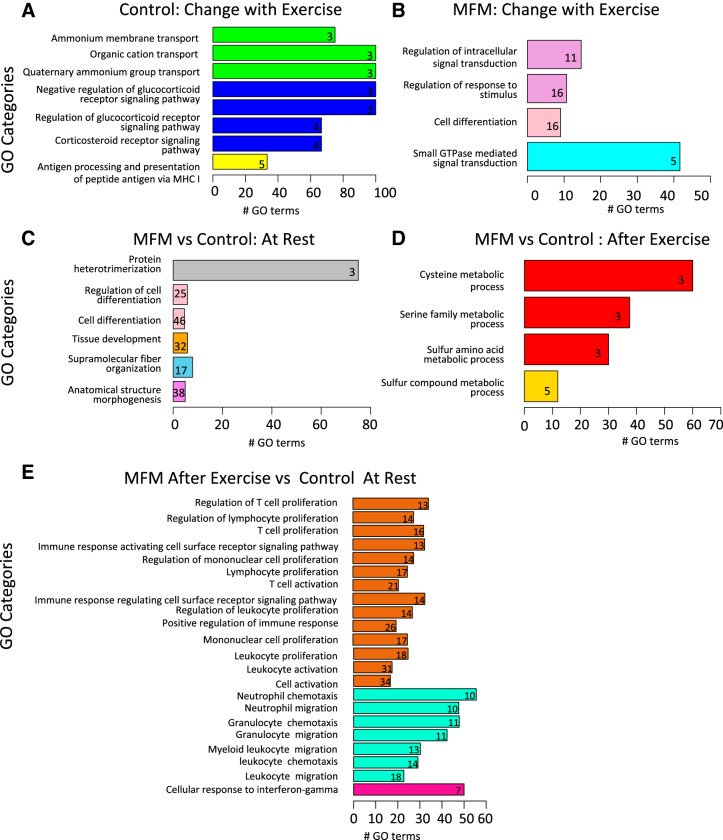
Gene Ontology (GO) term analysis for enriched biological pathways of differentially expressed (DE) genes obtained through pair-wise comparison between each treatment. *y*-axis represents GO categories identified in the GO analysis. Similar GO categories are identified by similar colors. The *x*-axis represents the number of GO terms. Numbers within bar plots represent the number of GO terms significantly (*P* > 0.05) associated with the enriched pathway for each biological function. *A*: glucocorticoid signaling (blue) and cation transport (green) were primarily modified by exercise in control horses (pre- vs. postexercise). *B*: unlike control horses, signal transduction and cell differentiation were primarily modified in MFM horses (pre- vs. postexercise). *C*: pathways involved in anatomic structure, fiber organization, and cell differentiation were primarily different in MFM vs. control horses at rest. *D*: after exercise, pathways exclusively involving sulfur containing compounds that impact cysteine metabolism were different between MFM vs. control horses 3 h after exercise. *E*: GO pathways involved in inflammation or the immune system were primarily different when comparing muscle from MFM horses after exercise to resting control muscle.

**Table 2.** Genes significantly differentially expressed

Gene Symbol	Gene Name	GO Term	Log_2_ Fold		Adj. *P* Value
*A. MFM vs. control at rest*					
*ACTC1*	actin, alpha, cardiac muscle 1	supramolecular fiber organization	↑	2.47	1.05E-06
*DSP*	desmoplakin	supramolecular fiber organization	↑	2.38	8.89E-24
*MYOZ2*	myozenin 2	supramolecular fiber organization	↓	1.03	1.82E-13
*FREM2*	FRAS1 related extracellular matrix protein 2	extracellular matrix component	↑	1.17	1.36E-06
*USH2A*	usherin	extracellular matrix component	↓	2.93	1.48E-10
*PITX3*	paired like homeodomain 3	tissue development/transcription	↑	1.01	7.70E-04
*FEZ1*	fasciculation and elongation protein zeta 1	cell differentiation/axonal growth	↑	1.19	5.06E-05
*PLCG2*	phospholipase C gamma 2	cell differentiation/inflammation	↑	1.01	6.72E-06
*DLK1*	delta like noncanonical Notch ligand 1	calcium ion binding	↓	2.39	1.36E-04
*ASTN2*	astrotactin 2	calcium ion binding	↓	1.40	4.83E-15
*B. MFM vs. control after exercise*					
*CBS*	cystathionine-beta-synthase	cysteine metabolic process	↓	2.17	1.93E-09
*SLC7A10*	solute carrier family 7 member 10	cysteine membrane transport	↓	1.80	4.08E-07
*SLC24A1*	cationic amino acid transporter 4-like	amino acid membrane transport	↓	1.11	4.38E-05
*C. MFM Before vs. after exercise*					
*GADD45G*	growth arrest and DNA damage inducible gamma	regulation of response to stimulus	↑	1.68	1.53E-04
*ARNTL*	aryl hydrocarbon receptor nuclear translocator-like protein 1	regulation of response to stimulus	↓	2.18	7.64E-10
*RCAN1*	regulator of calcineurin 1	regulation of response to stimulus	↓	1.07	2.62E-06
*ARHGAP30*	Rho GTPase activating protein 30	small GTPase mediated signaling	↓	1.39	4.91E-05
*SYK*	spleen-associated tyrosine kinase	cell differentiation	↓	1.36	1.27E-02
*SPI1*	Spi-1 proto-oncogene	cell differentiation	↓	1.05	6.28E-03
*D. Control before vs. after exercise*					
*PER1*	period circadian clock 1	corticosteroid receptor signaling (circadian rhythm)	↑	1.31	1.14E-05
*ARNTL*	aryl hydrocarbon receptor nuclear translocator-like protein 1	corticosteroid receptor signaling (circadian rhythm)	↓	2.50	3.33E-15

Genes significantly differentially expressed with RNA-Seq after Gene Ontology (GO) term analysis >1.0 log_2_ fold change in horses at rest (*A*), after exercise (*B*), and comparing rest with after exercise (*C, D*). MFM, myofibrillar myopathy.

#### MFM horses: effect of aerobic exercise.

The comparison of MFM transcriptomes at rest vs. postexercise identified 349 DE genes (adj. *P* < 0.05) (Supplemental Table S1). These genes had different GO terms compared with rest vs. after exercise in control horses (Fig. 3*B*). After enrichment analysis, 27 genes had significant GO terms in biological processes that involved regulation of intracellular signal transduction (GO1902531) and response to stimulus (GO:0048583), small GTPase signaling (GO:0007264), and cell differentiation (GO:0030154) (Fig. 3*B*). When the additional stringent filter of >1.0 log_2_ fold expression was applied, one gene had higher expression after exercise within signaling, growth arrest, and DNA damage inducible gamma (*GADD45G*, ↑1.68 MFM), and five genes involved in signaling or cell differentiation had less expression with exercise *ARNTL* (↓2.18 MFM), Rho GTPase activating protein (*ARHGAP30* ↓1.39 MFM), spleen-associated tyrosine kinase (*SKY* ↓1.37 MFM), regulator of calcineurin 1 (*RCAN1* ↓1.07), and Spi-1 proto-oncogene (*SPI1* ↓1.05 MFM) (Table 2).

### MFM vs. Control Horses at Rest

We found 284 genes showing significant DE (adj. *P* < 0.05) between MFM and control horses at rest (Supplemental Table S1). After enrichment analysis, 62 genes had significant GO terms for biological processes involving structural morphogenesis (GO:0009653), muscle fiber organization (GO:0097435), tissue development (GO:0009888), cell differentiation (GO:0030154, GO:0045595), and protein heterotrimerization (GO:0070208) (Fig. 3*C*). Expression of four genes was altered >1.0 log_2_ fold in MFM vs. control horses (Table 2); cardiac alpha actin (*ACTC1*, ↑2.47 MFM) and myozenin 2 (*MYOZ2* ↓1.03 MFM) in the sarcomere; desmoplakin (*DSP*, ↑2.3 MFM) in the cytoskeleton; usherin (*USH2A*, ↓2.93 MFM), and *FRAS1*-related extracellular matrix protein 2 (*FREM2* ↑1.17 MFM) in the basement membrane/extracellular matrix; paired like homeodomain 3 (PITX3 ↑1.02 MFM), phospholipase C gamma 2 (PLCG2 ↑1.00 MFM), and fasciculation and elongation protein zeta 1 (FEZ1 ↑1.19 MFM) involved in cell differentiation and delta like noncanonical Notch ligand 1 (*DLK1*, ↓2.39 MFM) and astrotactin (ASTN2 ↓1.40 MFM) involved in calcium ion binding (Table 2).

### MFM vs. Control Horses Following Aerobic Exercise

We found 191 genes showing significant DE (adj. *P* < 0.05) in muscle of MFM compared with control horses following exercise (Supplemental Table S1). After enrichment analysis, there were nine genes with significant GO terms that involved amino acid transport (GO:0015179, GO:0015297) and sulfur compound or sulfur amino acid metabolic processes (methionine, cysteine, taurine) (GO:0006790 GO:0000096, GO:0009069, GO:0006534) (Fig. 3*D*). Three genes had >1.0 log_2_ fold DE in MFM vs. control horses: cystathionine-beta-synthase (*CBS*, ↓4.51 MFM) involved in cysteine synthesis and two membrane transporters, one for cysteine and neutral amino acids (*SLC7A10*, ↓1.79 MFM) and the other a potassium-dependent sodium/calcium exchanger (*SLC24A1*, ↓2.16 MFM) (Table 2, Fig. 3*B*).

### MFM Horses Postexercise vs. Resting Control Horses

This analysis was performed to compare the extremes: DE expression after exercise in MFM horses to a healthy resting horse. Significant DE of 883 genes was found when comparing MFM muscle after exercise to resting control muscle. This encompassed 305 genes with 22 significant GO terms (Table 3), many involving inflammation/immune response and cell activation (Fig. 3*E*). Four sarcomeric genes had >1.0 log_2_ higher expression in MFM (*ACTC1*, ↑2.75 MFM): ankrin repeat domain 1 (*ANKRD1*, ↑1.50 MFM), a myofibrillar stretch sensor and regulator of lipid metabolism; myosin heavy chain 13 (*MYH13* ↑1.63 MFM, *P* = 1.17E-33); myosin heavy chain 3 (*MYH3* ↑1.27 MFM, *P* = 1.19E-06); as well as cytoskeletal gene *DSP* (↑1.36 MFM). Other genes with >1.0 log_2_ altered expression that overlapped with those DE in comparisons of MFM vs. control at rest or after exercise included *GADD45G* (↓1.57 MFM), *ASTN2* (↓1.50 MFM), *PER1* (↓1.67 MFM), *ARHGAP30* (↑1.34 MFM), *SYK* (↑1.16 MFM), and *SPI1* (↑1.17 MFM) (Supplemental Table S1).

**Table 3.** Significant GO IDs for enriched biological pathways of DE genes comparing postexercise MFM muscle with resting control muscle

GO Term Biological Process	GO ID	DE Genes, *n*
Cellular response to interferon-gamma	GO:0071346	7
Cell activation	GO:0001775	34
Positive regulation of immune response	GO:0050778	26
Leukocyte migration	GO:0050900	18
Leukocyte chemotaxis	GO:0030595	14
Myeloid leukocyte migration	GO:0097529	13
Leukocyte activation	GO:0045321	31
Leukocyte proliferation	GO:0070661	18
Regulation of leukocyte proliferation	GO:0070663	14
Regulation of lymphocyte proliferation	GO:0050670	14
Lymphocyte proliferation	GO:0046651	17
Regulation of T cell proliferation	GO:0042129	13
T cell proliferation	GO:0042098	16
T cell activation	GO:0042110	21
Regulation of mononuclear cell proliferation	GO:0032944	14
Mononuclear cell proliferation	GO:0032943	17
Granulocyte migration	GO:0097530	11
Granulocyte chemotaxis	GO:0071621	11
Neutrophil migration	GO:1990266	10
Neutrophil chemotaxis	GO:0030593	10
Immune response-regulating cell surface receptor signaling pathway	GO:0002768	14
Immune response-activating cell surface receptor signaling pathway	GO:0002429	13

DE, differentially expressed.

### qRT-PCR Validation of DE Transcripts

The transcripts with >2 log_2_ fold change in expression in resting RNA-Seq data (MFM vs. control) included *ACTC1* (↑log_2_ FC 2.5), *DSP* (↑log_2_ FC 2.4), *DLK1* (↓log_2_ FC 2.4), and *USH2A* (↓log_2_ fold 2.9). A similar pattern of increased or decreased expression was found for these genes by qRT-PCR (Table 4). A significant increase in expression was found for *DLK1* (*P* = 0.004), and *USH2A* approached statistical significance (*P* = 0.052) with the small number of samples in the comparison (5 MFM vs. 6 control). Additionally, lower CBS expression in RNA-Seq data for MFM vs. control after exercise (↓log_2 FC_ 4.5) was also found with qRT-PCR, and this difference approached statistical significance (*P* = 0.056) (Table 4).

**Table 4.** Quantitative real-time PCR validation of specific transcripts from RNA-Seq

Gene	dCT MFM	dCT Control	2^-ddCT^	*P* Value
*MFM vs. control at rest*				
*ACTC1*	8.02	9.41	2.62	0.178
*DSP*	12.88	13.77	1.85	0.662
*USH2A*	11.82	9.15	0.16	0.052
*DLK1*	13.81	9.65	0.06	0.004
*MFM vs. control after exercise*				
*CBS*	14.81	12.82	0.25	0.056

Statistical significance was determined with Mann-Whitney test.

### Desmin Coding Sequence from RNA-Seq

Thirty-eight variants existed in the coding sequence of desmin between MFM and control horses; however, not one variant was consistently present in each MFM horse and consistently absent in control horses. There was one synonymous variant (Asp89Asp) that was present in five MFM as well as five control horses. The other identified variants were intronic (*n* = 37), of which nine were potential splice region variants that did not segregate exclusively in MFM horses.

### Proteomics

#### Confident protein identification.

Using the target/decoy strategy on MFM and Control samples, we found 28,232 proteins to match our proteome spectra. SearchGUI identified 11,876 of these proteins with coverages ranging from >0.19 to 100%. The default setup of FDR (1%) and FNR (<5%) resulted in 990 proteins passing threshold. We identified 21 proteins that had duplicate ID; however, they were not included in further analyses because none of them passed threshold. There were no missing data with significant proteins. A further filtering of proteins in Peptide Shaker using default confidence scores resulted in a final list of 673 proteins that were classified as “confident.”

#### Protein classification.

The 673 confident proteins were classified by the Panther protein class tool into 23 different protein classes of which oxidoreductase, cytoskeletal proteins, and hydrolase had over 40 incorporated proteins each (Fig. 4*A*) (60). Within this classification, there were 101 mitochondrial proteins (24 were Complex I) and 15 oxidoreductase proteins, including one catalase, four PRDX (1, 2, 5, 6), two thioredoxin, four glutathione, and four superoxide dismutase proteins. GO Biological pathway analysis of the confident proteins identified two primary biological pathways that involved either metabolic or cellular processes each containing >175 proteins. There were 10 other biological pathways that contained 75 or fewer proteins in MFM and control horse muscle (Fig. 4*B*). GO Molecular pathway analysis identified two major molecular pathways that involved catalytic activity or binding activity that contained >100 proteins and six other pathways that contained <40 proteins each (Fig. 4*C*).

**Fig. 4.**
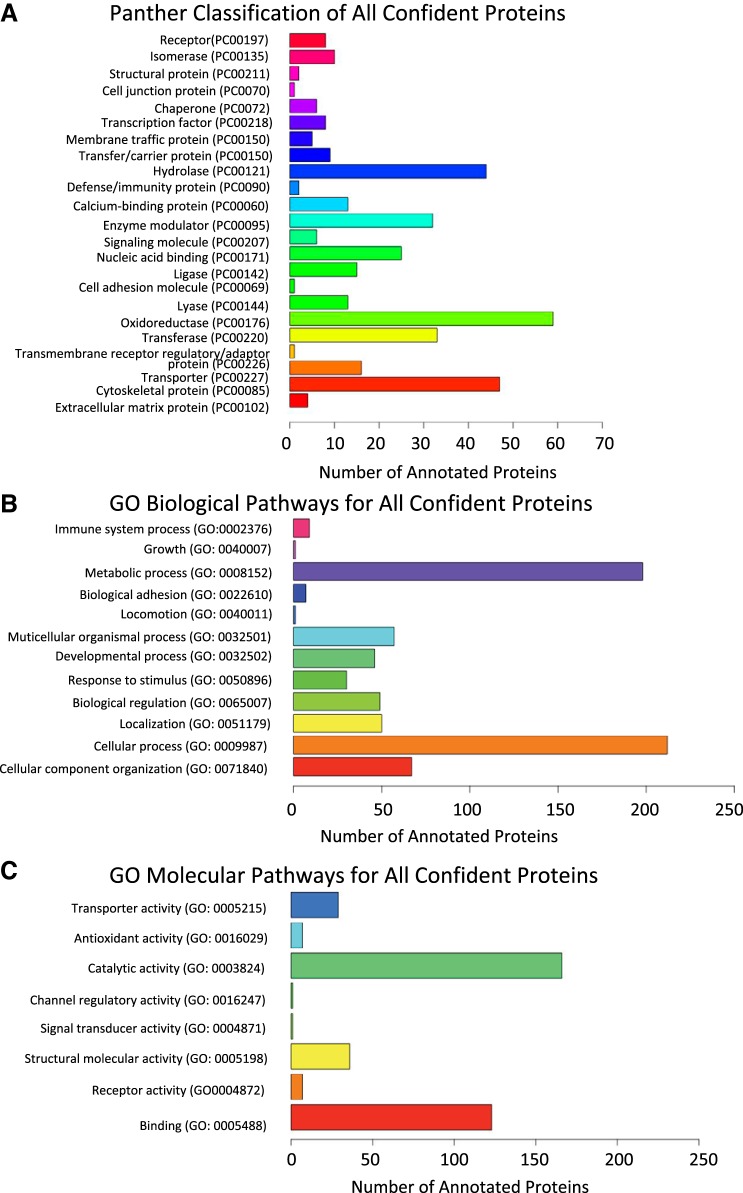
Classification of pathways for the 673 confident proteins in MFM and control horse muscle obtained at rest. Proteins used in the analysis were identified by a Search GUI protein identification protocol and had UniProtKB IDs. *A*: the largest number of proteins in equine muscle were classified as oxidoreductase, hydrolase, or cytoskeletal proteins by Panther analysis using Protein Plus tools. *B*: metabolic and cellular processes were the two major biological pathways for proteins in equine muscle according to GO biological pathway classification. *C*: catalytic activity and binding were the two major molecular pathways for proteins in equine muscle according to GO molecular pathway classification.

#### DE of proteins.

Statistical analysis identified three significantly DE proteins between MFM and control horses after controlling for multiple comparisons. The individual spectra were manually checked for each sample/animal to ensure there were no missing data for these three proteins. The three proteins were an antioxidant peroxiredoxin 6 (PRDX6, ↓log_2_ 4.14 MFM); an enzyme that transports fatty acids across mitochondrial membranes, carnitine palmitoyl transferase (CPT1B ↑log_2_ 3.49 MFM); and sarcomeric protein tropomyosin beta chain (TPM2 ↓log_2_ 3.24 MFM) (Fig. 5*A*, Table 5). Biological processes were evaluated through the additional inclusion of proteins with >2 log_2_ fold change (11 proteins, adjusted *P* values between *P* = 0.113 and 0.182) (Fig. 5*A*, Table 5). The major processes included thiol-specific antioxidants, oxidative metabolism, supramolecular fiber organization, proteasome degradation, apoptosis, immune function, and ribosomal/purine synthesis.

**Fig. 5.**
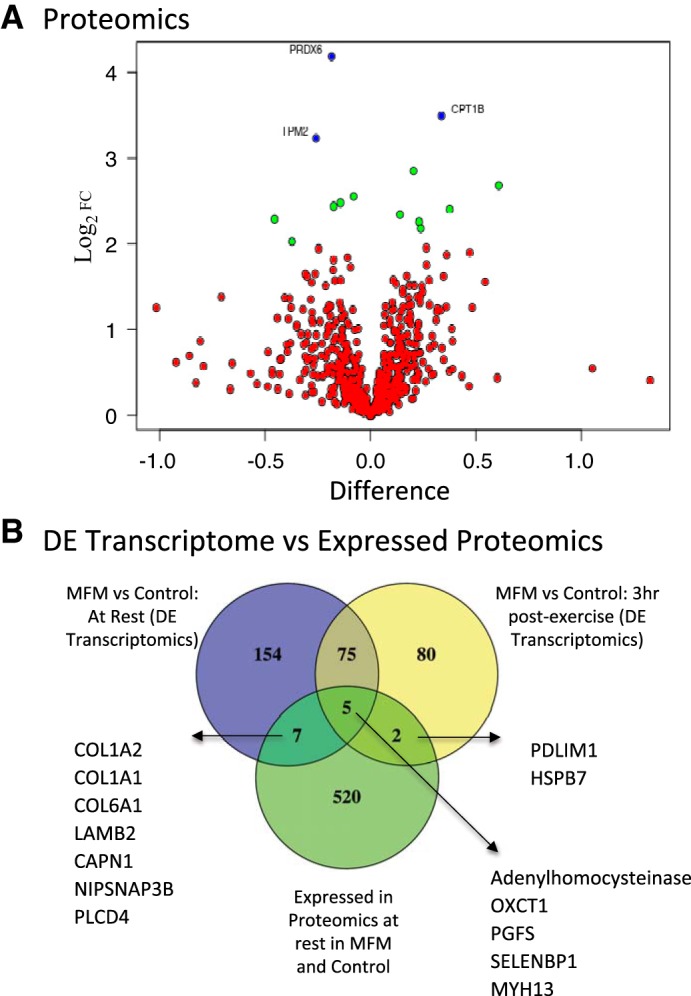
*A*: volcano plot of iTRAQ proteomic analysis illustrating the false discovery rate (FDR) corrected, statistically significantly altered proteins (blue dots) in MFM vs. control horse muscle at rest (3 MFM vs. 3 control horses). Proteins with >2 fold log_2_ change (FDR corrected *P* < 0.2) are shown as green dots and listed in Table 5. *B*: Venn diagram showing overlap among confident proteins (UniProtKB IDs with Gene IDs) in MFM and control muscle at rest and significantly DE genes after GO enrichment in MFM vs. control horses either at rest or 3 h after exercise. Numbers indicate the number of overlapping genes within each sector, tables provide a list of DE genes that overlap with identified proteins.

**Table 5.** Proteins that were differentially expressed at >2 log2 fold in MFM compared with control horses at rest

Protein Group	Gene Symbol	Gene Name	Process	Log_2_ FC		Adj. *P* Value
F7AXI9	*PRDX6*	peroxiredoxin-6	thiol-specific antioxidant	↓	4.14	0.0001*
F6S972	*CPT1B*	carnitine palmitoyltransferase 1	oxidative/fat metabolism	↑	3.49	0.0001*
F6WY50	*NDUFS4*	NADH dehydrogenase iron-sulfur protein 4	oxidative metabolism	↓	2.64	0.133
K9KEN6	*NDUFA5*	NADH dehydrogenase 1 alpha subcomplex subunit 5	oxidative metabolism	↓	2.44	0.115
F7AY21	*UNC45B*	protein unc-45 homolog B	sarcomere formation/myosin	↑	2.27	0.121
F7A281	*TPM2*	tropomyosin beta chain	sarcomere structure/actin	↓	3.24	0.039*
F6ZRJ3	*TCAP*	telethonin	sarcomere structure/actin	↓	2.49	0.114
F6ZTR4	*TPM3*	tropomyosin alpha-3 chain	sarcomere structure/actin	↓	2.03	0.182
F6TY28, F6UUU2	*UTRN*	utropin	sarcolemma/basement membrane	↑	2.17	0.130
D2KAT3	*PSMC3*	26S protease regulatory subunit 6A	proteosome/peroxisome	↑	2.40	0.111
F7D7B2	*DIABLO*	Diablo homolog	apoptosis	↑	2.85	0.12
F6Y6W2	*RPL24*	60S ribosomal protein L24	ribosomal/purine synthesis	↓	2.68	0.130
F7DBJ7	*RPS7*	40S ribosomal protein S7	ribosomal/purine synthesis	↓	2.37	0.111
Q95M34	*IGHC1*	immunoglobulin gamma 1 heavy chain constant region	immune system	↑	2.29	0.112

*Significantly DE proteins.

### Overlap between Significantly DE Genes and Identified Proteins

Out of the total 673 confident proteins, 543 had encoding gene IDs present in both transcriptomic and proteomic data sets. These confident proteins were identified but not DE in MFM and control horses. When comparing the proteomic data set with DE genes in resting MFM vs. control muscle, we found seven significantly DE genes that had proteins identified by proteomic analysis (Fig. 5*B*). These included adenylhomocysteinase (LOC100054381), two proteins involved in ketone body metabolism (OXCT1, PGFS), and extraocular muscle myosin MYH13.

When we compared DE genes in postexercise MFM vs. control muscle with all the identified proteins in the resting muscle proteomic data set, two proteins, PDLIM1 (cytoskeletal protein) and HSPB7, which act to prevent protein misfolding, overlapped with the DE genes (Fig. 5*B*). There were five proteins identified in the proteomic data set of MFM and control horses that had encoding gene transcripts DE in MFM vs. control both at rest and after exercise (Fig. 5*B*). These included a cysteine endopeptidase (CAPN1), phospholipase C (PLCD4), a vesicle transport protein (NIPSNAP3B), and four proteins involved in the extracellular matrix (COL1A1, COL1A2, COL6A1, LAMB2). None of these five proteins were DE in MFM horses, and none of the DE genes had >1 log_2_ fold DE.

### Availability of Data

The data sets generated and/or analyzed during the current study are available in the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) (17a) and are accessible through GEO Series accession number GSE104388. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (66) partner repository with the data set identifier “PXD009362”.

## DISCUSSION

The present study represents the first study of the combined proteome and exercise transcriptome in horses and the first to utilize these analyses to probe muscle disease pathogenesis in horses. MFM Arabian horses showed DE of genes and proteins involved in pathways of sarcomere and cytoskeletal structure, oxidoreductase activity, fatty acid and amino acid metabolism, proteosomal degradation, and apoptosis. These alterations in expression do not appear to reflect a general myopathic process, because microarray studies of equine polysaccharide storage myopathy (PSSM1) and equine recurrent exertional rhabdomyolysis (RER) do not show overlap with DE genes in the present study, particularly when evaluating the top 10 DE genes in these studies (4, 5). Future RNA-Seq and proteomic analyses of other equine myopathies will help to elucidate which specific proteins and genes are DE as secondary effects of muscle disease and which are specific to MFM in Arabian horses.

Increases in connective tissue and muscle fiber regeneration are common features of many myopathies. It was interesting to note that four collagen and laminin proteins involved in the extracellular matrix had expressed peptides and DE genes in resting MFM vs. control muscle consistent with increased connective tissue. There was also a >2-fold log_2_ increased expression of the basement membrane-associated gene *USH2A* in resting MFM vs. control muscle. Histologically, however, only a slight increase in endomysial connective tissue was apparent in two of the most severely affected MFM horses (most desmin aggregates). Regeneration was not apparent in MFM muscle based on HE and MHCd stains, and notably, *DLK1* was significantly downregulated in MFM vs. control horses. Ablation of *DLK1* in murine models results in impaired muscle regeneration (67).

A high proportion of high oxidative type 1 and 2A fibers in gluteal muscle is a feature of successful endurance racing Arabian horses and was found in the horses in the present study (49). This fiber type composition serves to delay fatigue by enhancing oxidation of free fatty acids during aerobic exercise and sparing muscle glycogen. Compared with control horses, MFM horses had a higher capacity to transport fatty acids into mitochondria for β-oxidation as indicated by the significantly higher content of carnitine palmitoyl transferase (↑3.5 log_2_ fold MFM), the enzyme responsible for transport of long chain fatty acids into mitochondria. β-oxidation of free fatty acids during aerobic exercise though energy efficient, is also a primary generator of reactive oxygen species (ROS). ROS are generated primarily via mitochondrial Complex I and III of the electron transport chain and must be reduced by specific enzymes to prevent cellular damage. In MFM horses, the content of two out of 24 identified Complex I subunit proteins was >2 log_2_ fold lower than in control horses (36). The potential to generate more ROS in MFM vs. control horses could arise from enhanced uptake of fatty acids into mitochondria in MFM horses, increased subsequent flux of electrons through Complex I and increased ROS produced because of an altered Complex I subunit composition (Fig. 6). Notably, oxidoreductase activity was one of the primary pathways dysregulated in MFM in the present study. To compound the effect of ROS generation further, MFM horses appeared to have a lower capacity to neutralize ROS than controls, with a significantly lower content of the antioxidant PRDX6 (↓4 log_2_ fold MFM) (Fig. 6).

**Fig. 6.**
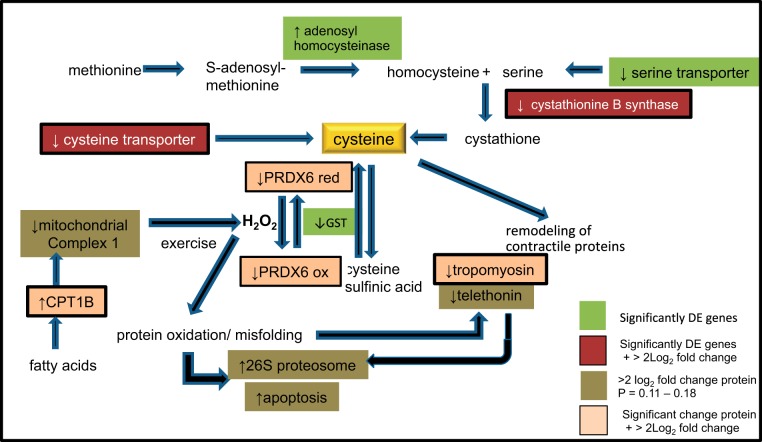
Schematic diagram of interrelationship among selected identified proteins and genes differentially expressed in MFM vs. control horse muscle at rest and after exercise. MFM horses have significantly higher activity of CPTB1 (3.5 log_2_ fold), which transports fat into mitochondria and lower expression of 2/24 subunits of mitochondrial Complex 1, which is a site of free radical generation. The 4.14 log_2_ fold lower content of cysteine-dependent peroxiredoxin 6 (PRDX6) in MFM vs. control muscle at rest and lower expression of enzymes required to synthesize cysteine following exercise indicated that the oxidoreductase pathway plays a central role in the pathogenesis of MFM. We hypothesize that protein misfolding, myofibrillar disarray, and aggregation of desmin in MFM horses arise from protein oxidation due to excessive generation of reactive oxygen species (H_2_O_2_), decreased postexercise cysteine synthesis, and depletion of cysteine-dependent antioxidants such as PRDX6.

PRDX6 is a widely distributed cytoplasmic cytoprotective nonseleno peroxidase that reduces hydrogen peroxides and quite uniquely, phospholipid hydroperoxides, by using a cysteine-containing active site (23). Glutathione S transferase, a cysteine selenoprotein that reduces PRDX6, was among the DE genes in MFM vs. control muscle (↓0.5 log_2_ fold change MFM) (23). While increased PRDX6 is described in a number of neurodegenerative diseases and some cancers, only one disease, alcoholic steatitis, reports decreased PRDX6 protein content with a much lesser decrement in PRDX6 than that found for MFM horses (1.6-fold vs. 18-fold) (47). A decrease in the amount of PRDX6 could arise from decreased synthesis or from irreversible cysteine oxidation to sulfinic (SO_2_H) and sulfonic acid (SO_3_H) with subsequent ubiquitination and degradation by the proteasome (42). Enhanced proteasomal degradation was suggested in proteomic data by 2.4 log_2_ fold upregulation of the 26S proteasome subunit in MFM vs. control muscle. Notably the only gene with >1.0-fold log_2_ upregulation comparing rest to after exercise in MFM horses was *GADD45G*, a gene that regulates DNA repair in response to stimuli such as oxidative stress (70).

Following exercise, a remarkably focused lower expression of genes involved in cysteine transport and biosynthesis was identified in MFM compared with control muscle (Fig. 6). Cysteine beta synthase (*CBS*) and a cysteine transporter had >1.8 log_2_ fold lower expression in postexercise MFM compared with postexercise control muscle. In addition, adenylhomocysteinase, a key enzyme involved in synthesizing cysteine from methionine, was one of only five genes/proteins common to the transcriptomic and proteomic data sets of MFM vs. control horses. Cysteine residues are among the most sensitive to oxidation relative to other amino acids, and alterations in the redox state of cysteine residues can modify protein structure and enzyme activity (14, 26). Cysteine oxidation can result in a diverse array of modifications, some of which are reversible in vivo through interactions with glutathione, PRDX, or thioredoxin (14). Reversible cysteine oxidative modifications include intramolecular disulfides, S-nitrosylation, S-glutathionylation, and sulfonic acid, whereas irreversible cysteine oxidative modifications include sulfinic and sulfonic acid (14). One of the functions of PRXD6 and glutathione is to prevent irreversible oxidation of cysteine (Fig. 6). A deficiency of intracellular cysteine and PRDX6 in skeletal muscle following exercise in MFM horses could impair synthesis of cysteine-dependent antioxidants such as PRDX6 and glutathione, which could further impair PRDX6 availability and lead to irreversible oxidation of cysteine, an essential protein in MFM muscle (Fig. 6). The possibility that MFM horses have an underlying defect in cysteine biosynthesis and the redox system is intriguing. Clearly, alterations in antioxidant function, cysteine uptake, and metabolism are worthy of further investigation in MFM horses.

Our initial focus in the present study was desmin and sarcomeric proteins because desmin aggregates and disruption of myofilaments and the Z-disc typify MFM in both equine and human cases (34, 53). Although desmin aggregates were evident in histologic sections of equine MFM muscle, significant differences in desmin protein or gene expression were not detected (63). One synonymous and several intronic variants were identified in the desmin gene; however, there was not a mutation that was consistently present in all MFM horses and absent in control horses. Thus, a mutation in desmin does not appear to be responsible for Arabian MFM. Myotilin, filamin C, LIM protein, and αβ-crystallin protein content were similar between MFM and control horses. Furthermore, only one protein, a 26S proteosomal subunit, overlapped with proteins identified in a proteomic analysis of human patients with mutations in desmin and filamin C (40). The lack of overlap with sarcomere proteins in equine vs. human MFM could be because the present study used whole muscle samples vs. laser capture isolation of myofibers with desmin aggregates in the human study (40). Alternatively, the findings in the present study could suggest that the basis for equine MFM differs from desmin or filamin C-related MFM.

Desmin is a major target for oxidation and nitrosylation, which is well described in human MFM (31). In fact, the antioxidants N-acetyl cysteine and α-tocopherol have been shown to prevent desmin aggregation in cultured cells that express a desmin mutation (8, 54). The role of oxidation in desmin-related myopathies is also highlighted by the fact that a myopathy once classified as MFM based on desmin aggregation, selenoprotein 1-related myopathy, was found to be caused by mutations in *SEPN1*, which is involved in oxidative homeostasis (3, 9, 21). Thus, there are several precedents for disturbances in oxidoreductase activity causing the type of desmin aggregation noted in horses with MFM.

Tropomyosin was the third significantly altered protein in MFM compared with control muscle. Lower tropomyosin (↓3.2 log_2_ fold MFM) content in MFM muscle could be the result of protein oxidation or alternatively, could reflect a primary underlying disorder (30, 35, 36). Decreased tropomyosin content is known to occur in limb girdle muscular dystrophy 2A and hereditary inclusion body myositis (24), (55), which have different histopathologic appearances compared with MFM in horses (63, 64). Mutations in the Z-disc protein MYOZ2 can cause myofibrillar disarray and hypertrophic cardiomyopathy and gene expression of MYOZ2 was significantly decreased in resting MFM vs. control horses (45). Muscle from horses with MFM also had significantly higher DE of a desmin cross-linking gene, desmoplakin, primarily expressed in cardiac muscle. Mutations in genes encoding other members of the plakin family, plectin and dystonin, disrupt the sarcomere in a fashion similar to that seen with MFM (37). Two elements involving the cytoskeleton (PDLIM1) and protein misfolding (HSPB7) were also common to the proteomic data set and the MFM vs. control DE transcripts after exercise. Deficiency of HSBP7 can cause myofibrillar disarray (32). Thus, tropomyosin, myozenin 2, desmoplakin, and HSPB7 are also candidates for further investigation in equine MFM.

The power of combining RNA-Seq and iTRAQ proteomic analysis in the presented study was highlighted by our ability to detect distinct but overlapping pathways such as DE of cysteine transporters and cysteine synthetic enzymes in RNA-Seq and cysteine-dependent PRDX6 content in proteomics. qRT-PCR was used to validate DE of those genes with >2-fold log_2_ expression and revealed similar direction of changes to RNA-Seq data. With iTRAQ, we identified >600 confidently expressed proteins in equine muscle, which is more than the 400 proteins identified in human myopathies (55) and more than the 540 proteins found in studies of porcine muscle (29). Of the 673 proteins identified, 543 had expression in both the transcriptome and proteome. Little association was found, however, between DE of the same gene ID in the transcriptome and general expression in the proteome, similar to previous studies of myopathies such as murine muscular dystrophy (50). This may reflect the fact that long-term changes in gene expression are required to alter protein expression and that altered protein expression can arise not only from increased synthesis but also from enhanced or abnormal degradation (28).

Identification of many proteins and genes in the present study was limited by the lack of annotation provided in the current EquCab2.86 reference genome. Identification of small proteins was also potentially limited in the present study by use of whole muscle homogenates containing substantial amounts of large contractile proteins that could impair detection of less abundant smaller proteins. We used homogenates so that we were able to examine sarcomere and cytoskeletal proteins, which were of interest due to their importance in MFM. Previous iTRAQ analyses have utilized *t*-tests without correction for multiple testing to compare protein concentrations (48, 71). We utilized stringent correction for multiple testing, resulting in identification of only three highly significant proteins. We also included those proteins with >2 log_2_ fold changes to fully evaluate pathways associated with MFM.

### Conclusions

In conclusion, this study defines for the first time a potential pathophysiological basis for an exertional myopathy in Arabian horses. Transcriptomic and proteomic profiles at rest and with exercise indicate that equine MFM is characterized by differential regulation of pathways involved in fatty acid metabolism, oxidoreductase activity, cysteine metabolism, sarcomere and cytoskeleton structure, as well as tissue regeneration and cell differentiation. A deficiency of cysteine-containing antioxidants and enhanced generation of ROS in MFM horses could lead to oxidative stress during exercise, oxidation of key proteins such as desmin and altered cysteine synthesis following endurance exercise.

## GRANTS

Support was provided by the Morris Animal Foundation Grant D14EQ-021. Support for C. J. Finno was provided by National Institutes of Health Grants 1K01OD-015134 and L40 TR-001136. The funding sources did not contribute to study design; in the collection, analysis and interpretation of data; in the writing of the report; or in the decision to submit the article for publication.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

S.J.V., E.C.M., and C.J.F. performed experiments; S.J.V., S.P., and C.J.F. analyzed data; S.J.V., S.P., and C.J.F. interpreted results of experiments; S.J.V. and S.P. prepared figures; S.J.V. drafted manuscript; S.J.V., S.P., E.C.M., and C.J.F. edited and revised manuscript; S.J.V., S.P., E.C.M., and C.J.F. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

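RNA-Seq libraries of middle gluteal muscle were made from 12 horses, 12 at rest and 11 from biopsies taken 3 h after the 47 min exercise test. The authors aligned the reads with STAR to the Ensembl horse coding sequences (EquCab2.86), counted them per gene with STAR, and deposited the raw counts without normalization. The deposited counts cover only the genes that the authors kept with their CPM filter, 11330 in all, and each of the 23 columns was matched to its sample by name. The genes are listed by Ensembl identifier. None of the identifiers (0) was found in the table of horse gene names used here, which lists no Ensembl identifiers for these genes, so genes have no names or coordinates in the values given here. For the same reason the planned tests of gene sets, and the comparison of the genes that the paper names, were not run.

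The condition and the horse of each library were taken from the sample labels, and the pairing of the rest and after exercise biopsies comes from the horse named in both labels. MFM or control status was not used here, and values at the paper's statements about MFM or about control horses alone were not derived. The 11 horses with both biopsies, 22 libraries, entered the comparison of rest with after exercise. The rest library of the remaining horse entered only the descriptions of depth, the filter, similarity between libraries, the random splits of the rest libraries and 1 alternative fit.

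From the counts, CPM were computed with the total count of each library for the filter and the counting floor, and with TMM-normalized library sizes elsewhere, and log2 CPM used a prior count of 2. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with horse as a block and exercise as the tested term, and with Benjamini-Hochberg adjustment at 0.05. Differences between horses were tested in the same model through all horse terms together. Standard errors of the change after exercise are approximate. They were computed as the absolute log2 fold change divided by the square root of the test's F value. The alternatives used the size factors of DESeq2 1.42.0, its Wald test, edgeR's likelihood ratio test, limma 3.58.1 with voom, a minimum of 10 counts in every library, removal of the 10 most abundant genes, no block for horse, and each horse left out in turn. The rule for the genes that are named was the smallest adjusted P among genes with an adjusted P under 0.05, an absolute log2 fold change above 1 and the same direction in every horse. Because the genes have no names here, the list was limited to 2 that rose and 2 that fell.

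Total counts per library were between 22528109 and 29452440. A gene at the counting floor of 3 counts had at most 0.133 CPM, and values near this floor carry the largest counting error. The fits were tested on simulated counts drawn from the means, library sizes and dispersions of the real libraries, with 200 of the 11330 genes changed. The fit with the horse block recovered 192 of 200 genes changed by 1 log2 unit and called 17 unchanged genes (8.13% of its calls). Without the block, 182 of the 200 genes were recovered and no unchanged gene was called, and with 5 horses 169 were recovered with 16 unchanged genes called. The likelihood ratio test with 5 horses recovered 185 genes and called 45 unchanged genes (19.6% of its calls). For the test between horses, 200 genes were changed by 2 log2 units in the same 5 horses, with no other difference between horses. The test recovered 191 of these 200 genes and called 10 unchanged genes. For 5 against 6 libraries and a change of 2 log2 units, the quasi-likelihood test recovered 198 of 200 genes and called 11 unchanged genes, and the likelihood ratio test recovered 199 and called 38 (16.0% of its calls).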

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

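Thinning the libraries, leaving out the most abundant genes, and choosing genes from the rest libraries alone were tests chosen only after the result was seen. The random pairings of libraries were fixed earlier.

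The first result is the number of genes that differed between horses, 3915 of 11330, a comparison that the paper does not report. It stands far above the number found when each rest library was paired with the after exercise library of another horse. Of 100 pairings, the real one included, 1 gave as many genes, and the others gave at most 2. A difference in library size was tested by thinning all libraries to the lowest total, after which 91.6% of the 3915 genes were called again. The thinning speaks against library size as the explanation. Leaving out the 10 most abundant genes before normalization kept 98.3% of them, but this step hardly moves the normalized values of the other genes, so the difference between horses cannot be told apart from an effect of the share of counts in the most abundant genes. With 1 horse left out at a time, between 2872 and 3963 genes differed between horses. No sequencing or library batch is named for these libraries, and a batch that held both biopsies of a horse would give the same pattern, so the difference between horses cannot be told apart from such a batch. GC content and gene length were not tested because the genes had no annotation here, and MFM status, age and sex were not tested as biological explanations. Of the 704 genes called after exercise, 317 were also among the 3915.

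The second result is a group of 4 genes that were at or under 3 counts in both biopsies of at least 2 horses. The same genes were above 2 CPM in both biopsies of at least 2 others. Whether the paper discusses these genes could not be checked, because the genes have no names here. They are ENSECAG00000009440, ENSECAG00000012661, ENSECAG00000018100 and ENSECAG00000024071, and they were chosen after their values were seen. ENSECAG00000018100 had 0 counts in both biopsies of horses 3, 5 and 12 and between 185 and 348 counts in each biopsy of the other 8 horses. ENSECAG00000024071 was at or under 1 count in both biopsies of horses 1 and 4 and had 56 to 201 counts in the other 9 horses. ENSECAG00000009440 was less clear, since it was low in both biopsies of 3 horses and high in both biopsies of 2 of the 11 horses. Among the 44 pairs of a horse and a gene, 11 were low in both biopsies and 26 were high in both. None (0) was low in one biopsy and high in the other, and 7 were between the limits in at least 1 biopsy. Because the genes were picked for this pattern, that count does not separate a trait of the horse from failed detection or exchanged libraries. Genes were therefore chosen from the rest libraries alone, which gave 12 genes, and the after exercise libraries were then examined. Of the 88 pairs of a horse and a gene that were low or high at rest, 2 were in the opposite class after exercise, or 2.27%, against 26.9% when the after exercise library came from a different horse. Of the 42 pairs that were low at rest, 31 were low after exercise, and of the 46 that were high, 32 were high. The remaining 23 pairs moved to values between the 2 limits. In all, 71.6% of the pairs stayed in their class, against 45.3% when the after exercise library came from a different horse. Exchange of all after exercise libraries would give more pairs in the opposite class than were found. Failed detection was not modelled. Detection that failed in both biopsies of a horse would give no pairs in the opposite class, so the test cannot decide on it. The 26.9% applies only when every after exercise library comes from a different horse, so exchange of single libraries is left open. The pairs that moved between the limits also leave a partial effect of detection near the counting floor open. A candidate explanation that remains is a sequence or copy number difference between horses that changes how many reads align to the reference. It was not tested, since reads and gene annotation were not used here, and neither were reads shared between paralogs.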

How the results depend on the processing

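The designs and all alternatives below were set before the data were examined, and no alternative was added later.

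The number of genes changed after exercise was 704 and stayed within 1.5 times this number with DESeq2's size factors (704 genes), DESeq2's Wald test (806), edgeR's likelihood ratio test (1025), limma-voom (733), at least 10 counts in every library (664) and removal of the 10 most abundant genes (701). Of the 704 genes, those that a fit tested kept their sign in these fits, and between 641 and 700 were called again. The fits with at least 10 counts in every library and without the most abundant genes tested 10831 and 11320 genes, so that called genes outside them have no sign there. Removing the horse block changed the result most. With no replicate block, 149 genes were called, 70 higher and 79 lower after exercise, and 25 had a log2 fold change above 1 in absolute value. With no replicate block and the unpaired rest library, 123 genes were called, 66 higher and 57 lower, and 23 passed 1 log2 unit. Same-horse libraries deviated together with a mean correlation of 0.482, so that the block removes variation between horses, and 148 of the 149 genes called without it were among the 704. The number of genes above 1 log2 unit was 46 in the paired fit and 26 with at least 10 counts in every library. The filter removed 20 of the 46 genes, and the other 26 were called above 1 log2 unit in both fits, so that the change comes from genes with low counts in at least 1 library. The share of calls that were higher after exercise was 44.5% in the paired fit and 53.7% without the block and with the unpaired library. It also depended on single horses in the paired fit, with 53.0% higher without horse 6 (262 higher and 232 lower) and 39.8% without horse 10, so that the majority direction of the calls is not a stable result.

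Leaving out 1 horse at a time gave 339 to 815 genes changed after exercise across the 11 fits, 156 to 353 higher, 175 to 476 lower, and 35 to 53 above 1 log2 unit. Between 326 and 612 of the 704 genes were called again in these fits, 271 genes were called in all 11 of them, and none of the 704 changed sign. The number of genes that differed between horses stayed within 1.5 times 3915 under every alternative run, from 2872 genes without horse 2 to 5636 with edgeR's likelihood ratio test. The number of genes kept by the CPM filter was between 10097 and 11277 under its 4 alternatives. For the 4 named genes, all 76 values under the alternatives kept their direction and an adjusted P under 0.05 in edgeR, DESeq2 or limma.

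A limit under 1 CPM and a test without a filter on low counts were not run, because the table was already filtered. The tests of gene sets and the correlations for the genes named in the paper were not run either, because identifiers had no gene names. Depth limits the genes with the lowest counts, since 10831 of the 11330 genes had at least 10 counts in every library.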

Differences from the paper's values

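None of the values that the paper states and that were also computed here differed by more than 1.5 times. The paper's number of final transcripts is 11330, and 11330 genes passed the filter of 1 CPM in at least 5 libraries here. The deposited counts already covered only these genes, so no filter could give a higher number, and the match is not an independent count. The alternatives that were set before the data were examined gave 10097, 10913, 11010 and 11277. The paper gives 31 to 38 M aligned reads per sample, and between 22528109 and 29452440 reads were counted per library on the genes in the table. These are different quantities, so their closeness is no check on the paper's value. The paper's design has 5 MFM and 6 control horses, 5 and 5 of them after exercise, whereas the labels name 12 horses at rest and 11 after exercise.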

Other observations

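The tests of shuffled covariates and of how closely single horses followed the others were chosen only after the result was seen. The other tests were fixed earlier.

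Whether 704 genes could arise from the grouping alone was tested by exchanging rest and after exercise within randomly drawn horses. Of 100 splits, the real one included, 1 gave as many genes, and the others gave at most 34. Only exchanges within horses were drawn, so that every split kept the 11 pairs. A difference in library size was tested by thinning all libraries to 22528109 counts, after which 656 genes were called, 622 of them among the 704 (88.4%). With the share of counts in the 10 most abundant genes as a covariate, 324 genes were called, and 260 of the 704 (36.9%) remained. By the rule set for this test, the loss was large enough to count as an effect of the abundant genes. It was not specific to the covariate, however, since 29 of 40 covariates made by shuffling the same differences among horses kept as few genes or fewer. The covariate test therefore cannot separate an effect of the abundant genes from the cost of fitting another term. GC content and gene length were not tested. Within each horse the rest and after exercise biopsies also differ in time of day and in order of sampling, which the design does not separate from exercise.

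The paper reports 284 DE genes between MFM and control horses at rest and 191 after exercise. Random splits of horses, drawn without regard to MFM status, were tested to see how many genes an arbitrary split calls. Among 100 splits of rest libraries into 5 and 6, edgeR's likelihood ratio test called a median of 3 genes and at most 389, and 1 split reached the paper's 284. Among 100 splits of after exercise libraries into 5 and 5, the median was 4 genes, the highest number was 34, and 0 splits reached the paper's 191. The quasi-likelihood test called at most 12 genes at rest and at most 2 after exercise. In these fits, which used 1 library per horse, an arbitrary split of horses thus rarely gave lists of the paper's size. The paper's model instead accommodates repeated measures on each horse. Random splits were not run under such a model, so an arbitrary split is not ruled out for the paper's lists. The paper's text does not say which edgeR test was used, and the random splits mix MFM and control horses, so they do not test the difference between MFM and control.

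The paper finds 330 DE genes after exercise in control horses and 349 in MFM horses, with different GO terms. How far lists from different horses overlap by sampling was tested in 40 drawings of 2 groups of 5 of the 11 horses that shared no horse. A group of 5 gave a median of 36.5 genes (range 2 to 1295) with the quasi-likelihood test and 346.5 genes (range 128 to 1778) with the likelihood ratio test, next to the paper's 330 and 349. The median share of the shorter list found in the longer one was 36.6% with the quasi-likelihood test and 33.1% (range 23.0% to 53.1%) with the likelihood ratio test. Yet the log2 fold changes of the 2 groups correlated across genes, which are not independent replicates, with a median Pearson r of 0.526 (range 0.375 to 0.617). Of the genes called with the likelihood ratio test, a median of 89.3% had the same sign in both groups. In simulated counts of 5 horses, 19.6% of the calls of the likelihood ratio test and 8.65% of those of the quasi-likelihood test were unchanged genes, and such calls also lower the overlap. Lists from 5 horses may therefore differ through sampling of horses together with false calls. Whether this holds for the paper's MFM and control lists was not tested, because MFM status was not used here.

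Horses varied in how closely they followed the others, and whether this spread exceeds sampling was not tested. Over the genes called in the other 10 horses, the Pearson r across genes between a horse's change and the mean change of the others ranged from 0.442 (horse 12) and 0.490 (horse 10) to 0.796 (horse 1). The share of those genes that changed in the same direction was 57.7% in horse 12, 61.7% in horse 10 and 89.8% in horse 1. These values rest on a different set of genes for each horse, from 339 genes for horse 7 to 815 for horse 12. Over all genes, r was lower, from 0.142 in horse 10 and 0.175 in horse 12 to 0.521 in horse 1. Leaving out horse 12 or horse 10 raised the number of genes called to 815 and 791. Similarity over the genes called in the other horses was compared across the 11 horses with the absolute difference in total counts between the 2 biopsies. Pearson r was 0.368 (permutation p = 0.273, adjusted 0.547), and Spearman rho was 0.573 (permutation p = 0.0698, adjusted 0.14). Without the 2 horses farthest from the median difference, r was 0.429. With the absolute difference in the share of the 10 most abundant genes, Pearson r was -0.0451 (permutation p = 0.895, adjusted 0.895), Spearman rho was -0.218 (permutation p = 0.519, adjusted 0.519), and r without 2 horses was -0.131. The p-values were adjusted over these 2 relations. Uneven libraries would give a negative relation. The relation with total counts was positive, and the one with the share of the most abundant genes was negative but weak, and its permutation test did not separate it from no relation. No biological explanation was tested.

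The after exercise library of horse 6 was most similar to the rest library of horse 11, the horse without an after exercise library, with a correlation of deviations of 0.499 across genes. Its correlation with the rest library of horse 6 was 0.411, and the rest libraries of horses 6 and 11 had a correlation of 0.0385. These are values of single libraries, and no explanation was tested.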
